A study of Homo sapiens with 16 samples. Its data were reported in "Effects of 1α,25 dihydroxyvitamin D3 and testosterone on miRNA and mRNA expression in LNCaP cells" (2011).

How the data were processed

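Total RNA from LNCaP cells, an androgen-sensitive line derived from human prostate carcinoma, had been profiled on 16 one-colour Agilent human miRNA arrays. Cells had been treated for 48 h with vehicle (control), with 5 nM testosterone (T), with 100 nM of the active vitamin D metabolite 1,25-dihydroxyvitamin D3 (D) or with both (TD), with 4 arrays per group. Per the labels, 100 ng of RNA was end-labelled with Cy3 for each array. The replicates numbered 3 and 4 carry the same culture label in every group, while the description of the series speaks of 4 experiments and the methods of 3 replicates, so it is unclear whether these arrays come from separate cultures. Their log2 values were therefore averaged within each group, leaving 3 replicates per group, and p-values measure the spread between these replicates, part of which may be technical. The arrays lay on 2 slides that each held all 4 groups, replicates 1 and 2 on slide 1 and replicates 3 and 4 on slide 2. On both slides the groups occupied the same order of positions, so position along the slide and group cannot be told apart. A replicate number carries the same culture label and the same slide in all 4 groups, so the numbers pair the samples by label. Deviations of same-numbered replicates from their group means correlated above 0.1 in 16 of 18 pairs (-0.083 to 0.701), and in all pairs for 5 of the 6 combinations of groups, the exception being control and TD. The main fit had been fixed without this block, and the fit with it stands beside it where it changed a call.

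Per the file headers, the authors extracted the spot intensity values with Agilent Feature Extraction 10.1.1, which subtracts the local background and a spatial trend within each array and applies no scaling between arrays. Each deposited scanner file held 15739 spots, 2689 probes of miRNAs, and 939 miRNAs, of which 851 were human and 88 viral. From these the intensity (gProcessedSignal) was taken without control spots and without spots carrying outlier flags, which removed 6.47% of the spots. No spot was saturated. Spots of a probe were averaged and the probes of a miRNA summed. Each array was scaled by its 75th percentile over the 96 human miRNAs detected on all 16 arrays, as most of the miRNAs were not detected, with factors between 0.775 and 1.16. After scaling, values were floored at 4.96 units, the percentile 1 of the detected values, and converted to log2. Scaled signals are in arbitrary units and are compared within a miRNA, and between miRNAs only to find probes with a similar control signal for a test of technical causes. Detection is the call per miRNA in the scanner files. Following the study's methods, a miRNA was tested when it was detected on all arrays of at least one group and lay above the array's 20th percentile in at least one group mean. The first condition left 119 miRNAs and the second removed 0 of them. Precision is limited by the number of arrays.

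The deposited series table holds log2 values. Set against the scanner files, its columns equal the log2 of the total gene signal of Feature Extraction, with no offset on 13 arrays and a constant offset on 3 arrays, the lowest being -0.27, and with blanks where no value was given. Its column medians ran from 1.86 to 2.57 over all arrays. Scale, centring and direction were settled by this comparison, so none of them stays unknown. It served as an alternative.

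A linear model with 1 mean per group was fitted to all tested miRNAs with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 8 residual degrees of freedom and 3.82 prior degrees of freedom), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The comparisons were the moderated F test over the 3 treatments, T, D and TD against control, TD against T, TD against D, and the T by D interaction, TD minus T minus D plus control on the log2 scale. A miRNA not detected on any array of a group has only a bound there, given as at least N-fold: the mean of the brighter group over the mean, per array, of the higher of the lowest detected signal and the measured signal. Such a bound covers the detection limit only and holds no margin for the spread between replicates. Where the measured signal was the higher one, the bound equals the fitted fold. Values of such miRNAs under alternatives are fitted changes and not bounds. List medians with such members set to their bounds were computed too. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, and beside it with an estimated correlation and with fry, which asks whether the members of a list move one way on balance and does not compare them with other miRNAs. The 26 lists, the groups, the tests and most alternatives were fixed before the data were examined. The lists were the miR-17/92, miR-106a, miR-106b/25, miR-371, miR-183, miR-221 and miR-23/27/24 clusters, the miR-29, let-7, miR-200, miR-15/16, miR-30 and miR-181 families, p53-linked, androgen-linked and vitamin D-linked miRNAs, GC-rich or purine-rich miRNAs, entries that are fragments of tRNA, rRNA or snRNA (signs of RNA breakdown), the study array list, the study qPCR list, and markers of fibroblasts or smooth muscle, blood, endothelium, muscle, liver and neurons. Both study lists were chosen by the study on these samples or on the same treatments. The GC-rich list shares miR-134, miR-135a*, miR-629*, miR-663, miR-1181, miR-1207-5p and miR-1915 with the study array list. The miR-17/92 cluster shares miR-17 and miR-20a with it, and the miR-29 family miR-29a and miR-29b. Tests of these lists rest in part on those members and are to that extent not independent evidence. The miRNAs named are all measured members of the study lists, the 10 largest rises and 10 largest falls past the threshold in each treatment whose replicates all lay on one side of every control replicate, the 5 smallest p in the other comparisons, and up to 4 members of each list with the smallest p in TD. Names are those of the scanner files. Neighbouring miRNA genes were read from a table of the GRCh38.p14 assembly, without coordinates.

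Treatment effects that share the same controls were compared with 1000 simulations of unchanged groups. Fits with 4 arrays per group and fits to slide 2 take replicates 3 and 4 as separate arrays, so part of their spread may be technical. The fit was tested on simulated data for TD against control, with 20 of 119 miRNAs changed in each of 50 runs. It recovered 82.8% of changes of 0.5 and 91.2% of changes of 1 on the log2 scale, 3.28% of its calls were false, and with a departure of 1 the interaction was recovered in 78.6%. The alternatives were other scalings (all human miRNAs, quantile, none, positive-control probes), normexp on the median signals, the total gene signal, the mean of log2 over probes, another floor, no detection filter and a stricter one, the series table, separate arrays, a culture label as a random block, replicate and slide blocks, single slides, each replicate left out, the compared groups alone, and the methods' one-way F test.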

Results

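The levels of 851 human miRNAs were measured in LNCaP prostate cancer cells after 48 h of T, D or both, to find which miRNAs each hormone moves and whether the pair moves them further. Between 110 and 133 human miRNAs were detected per array, 96 on all 16 arrays and 692 on none. The number detected was 119 ± 7.65 in control (mean ± SD, n = 3), 116 ± 5.29 in T, 122 ± 8.75 in D and 120 ± 5.00 in TD. None of these treatments differed from control in a two-sided exact permutation test (p = 0.8, 0.8 and 1), which cannot go below 0.1 in this design. Markers of other cell types were nearly absent: 25 of the 26 fibroblast, smooth muscle, blood, endothelial, muscle, liver and neuronal miRNAs were detected on no array, and miR-150 of the blood list was detected on 1 control array.

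Across the 4 groups 35 of 119 tested miRNAs differed by the moderated F test, and 15 of them also changed over 2 fold in at least one treatment. Of those 15, 14 belong to the study array list, which was chosen on these samples and is not independent evidence, and the remaining one is miR-21, an oncogenic miRNA. The study did not identify miR-21 on its arrays and reported a rise with T, D and both by qPCR. The member of that list outside the 15 is miR-542-5p, whose control was not detected, so that its fold is only a bound. Its signal lay above background on all 4 D arrays and on no array of the other groups. The floor set its values in control, T and TD, so its SE and p-values do not measure the spread between replicates. The methods' one-way F test gave 36 adjusted calls and 15 with a change over 2 fold.

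T alone raised miR-29a, miR-22 and miR-21 together with several GC-rich or purine-rich miRNAs. miR-29a, whose family targets collagen mRNAs, rose from 24.2 ± 1.81 to 49.8 ± 6.49 scaled units (log2 change 1.04, SE 0.12, n = 3). miR-22 rose from 39.7 to 65.5 units (log2 change 0.72, SE 0.11) and miR-1915 from 40.1 ± 2.26 to 80.6 ± 4.20. miR-1181 and miR-629* were not detected on any control array and rose at least 2.76-fold and at least 3.11-fold. miR-18a of the miR-17/92 cluster fell, by at least 1.53-fold, from a level detected on 3 of 4 control arrays. In all, 22 of 119 miRNAs passed, 19 higher and 3 lower in T, the other falls being miR-93 (log2 change -0.42, SE 0.09) and miR-130b (-0.40, SE 0.13). Further rises were those of miR-663 (1.13), miR-135a* (1.10), miR-1207-5p (0.80), miR-1225-5p (0.74) and miR-210, a hypoxia-responsive miRNA (0.41). miR-134, detected on 3 of 4 T arrays, rose at least 1.90-fold, and miR-371-5p at least 1.85-fold. miR-17 (-0.33, adjusted p = 0.071), miR-20a (-0.31, 0.054) and miR-20b (-0.28, 0.20) did not pass. With the replicate block miR-17 (adjusted p = 0.0197), miR-20a (0.0218), miR-19a (-0.32, 0.0344) and miR-15b (-0.27, 0.0423) passed as well.

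Of the miR-17/92 cluster, a polycistronic oncogenic cluster, 1 of 6 tested members fell in T, 3 when adjusted over the list alone, and the list was lower than other miRNAs by camera (median log2 change -0.32, adjusted p = 0.00153; adjusted p = 0.269 with an estimated correlation). In the miR-106b/25 cluster 1 of 3 members, miR-93, fell (1 adjusted over the list alone; camera adjusted p = 0.0273; adjusted p = 0.235 with an estimated correlation). GC-rich or purine-rich miRNAs were higher (9 of 17 rose, 10 adjusted over the list alone, median 0.61, camera adjusted p = 2.6e-07, adjusted p = 0.0807 with an estimated correlation). The largest of these rises were of members shared with the study array list. In the study array list, not independent evidence, 11 of 15 members rose and 0 fell by limma (adjusted over the list alone 11 rose and 2 fell; camera adjusted p = 8.5e-06; adjusted p = 0.0426 with an estimated correlation). In the miR-29 family miR-29a and miR-29b rose (2 also adjusted over the list alone), and camera gave an adjusted p of 0.0506. These directions held under every scaling tried. T calls numbered 28 with slide as a block, 13 on slide 1 and 23 on slide 2, whose 2 arrays per group share a culture label, so that its spread may be technical, and the median of the GC-rich list was 0.62 with the block and 0.61 and 0.63 within the slides, that of the miR-17/92 cluster -0.32, -0.31 and -0.31, that of the miR-106b/25 cluster -0.15, -0.23 and -0.09. All 22 calls kept their direction within both slides. The split of higher and lower calls was 9 and 0 when scaled over all human miRNAs, 15 and 7 with quantile normalization and 12 and 5 without scaling. Scaled by positive-control probes, 13 miRNAs passed in T. The calls of miR-22 (0.68), miR-21 (0.47), miR-29b (0.30), miR-210 (0.37), miR-1225-5p (0.70), miR-23b (0.24), miR-18a (-0.65), miR-93 (-0.46) and miR-130b (-0.44) ended when scaled over all human miRNAs. Without replicate 2, 14 miRNAs passed, and miR-21 (0.45), miR-210 (0.37), miR-29b (0.31), miR-23b (0.19), miR-18a (-0.52) and miR-93 (-0.44) no longer did. miR-93 (-0.40), miR-130b (-0.24) and miR-23b (0.34) lost their call without replicate 1, miR-23b (0.25) without replicate 3, and miR-130b (-0.36) and miR-23b (0.31) without replicate 4.

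D alone raised many of the miRNAs that T raised and lowered miR-17, miR-20a and miR-20b. miR-29a rose to 56.9 ± 4.79 scaled units (log2 change 1.23, SE 0.12), miR-29b from 9.03 ± 0.73 to 15.5 ± 0.279 and miR-21 from 168 ± 16.5 to 288 ± 24.8. miR-20a fell from 199 ± 16.8 to 143 ± 7.88 and miR-17 from 98.2 ± 9.30 to 73.6 ± 7.81, while miR-20b changed by -0.53 (SE 0.13) and miR-15b by -0.31 (SE 0.10). In all, 22 of 119 miRNAs passed, 18 higher and 4 lower in D. miR-1181, miR-629*, miR-371-5p and miR-134, not detected on control arrays, rose at least 2.95-fold, 2.88-fold, 1.86-fold and 1.71-fold. miR-663 (1.18), miR-135a* (1.12), miR-1915 (0.89), miR-22 (0.67), miR-1207-5p (0.58) and miR-29c (0.40) rose too. miR-542-5p was at least 1.19-fold higher in D than in control, at 6.15 ± 0.167 scaled units against a floor of 4.96. With the replicate block miR-18a (-0.40, adjusted p = 0.0179), miR-92a (-0.29, 0.0232), miR-183 (0.38, 0.0385), miR-141 (0.24, 0.0282) and the fragment entries miR-923 (0.99, 0.00228) and miR-1826 (0.48, 0.0198) passed as well.

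All 3 tested members of the miR-29 family rose in D, as they did adjusted over the list alone (median 0.79, camera adjusted p = 0.00336; adjusted p = 0.122 with an estimated correlation). In the miR-17/92 cluster 2 of 6 fell, 4 adjusted over the list alone (median -0.34, camera adjusted p = 0.000115; adjusted p = 0.197 with an estimated correlation). Of the GC-rich list 7 of 17 rose, 8 adjusted over the list alone (median 0.49, camera adjusted p = 0.000115, adjusted p = 0.197 with an estimated correlation). Members shared with the study array list were among the largest of these rises. In the study array list, not independent evidence, 12 of 15 rose and 3 fell, as adjusted over the list alone (camera adjusted p = 7.9e-05; adjusted p = 0.0642 with an estimated correlation; median 0.84, or 0.79 with undetected members at their bounds). These directions held under every scaling tried. D calls numbered 41 with slide as a block, 15 on slide 1 and 38 on slide 2, the 41 and the 38 resting in part on arrays that may come from one culture. List medians were 0.82 with the block and 0.72 and 0.91 within the slides for the miR-29 family, -0.32, -0.30 and -0.31 for the miR-17/92 cluster, and 0.56, 0.51 and 0.62 for the GC-rich list. All 22 calls kept their direction within both slides. The split of higher and lower calls was 11 and 0 when scaled over all human miRNAs, 14 and 8 with quantile normalization, 15 and 1 without scaling and 13 and 1 when scaled by positive-control probes. The calls of miR-17 (-0.36), miR-20a (-0.42), miR-20b (-0.48), miR-15b (-0.26), miR-1207-5p (0.64), miR-29c (0.46), miR-210 (0.32), miR-23b (0.37) and miR-542-5p (0.56) ended when scaled over all human miRNAs. Without replicate 2, 13 miRNAs passed, and miR-17 (-0.48), miR-20a (-0.52), miR-20b (-0.53), miR-15b (-0.37), miR-29c (0.43), miR-210 (0.28), miR-23b (0.35) and miR-542-5p (0.33) no longer did. Without replicate 1 the calls of miR-17 (-0.41), miR-20a (-0.44), miR-15b (-0.26), miR-210 (0.28), miR-23b (0.28) and miR-542-5p (0.29) ended, without replicate 3 those of miR-15b (-0.27), miR-210 (0.27) and miR-23b (0.30), and without replicate 4 that of miR-210 (0.26).

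**Figure D1:**
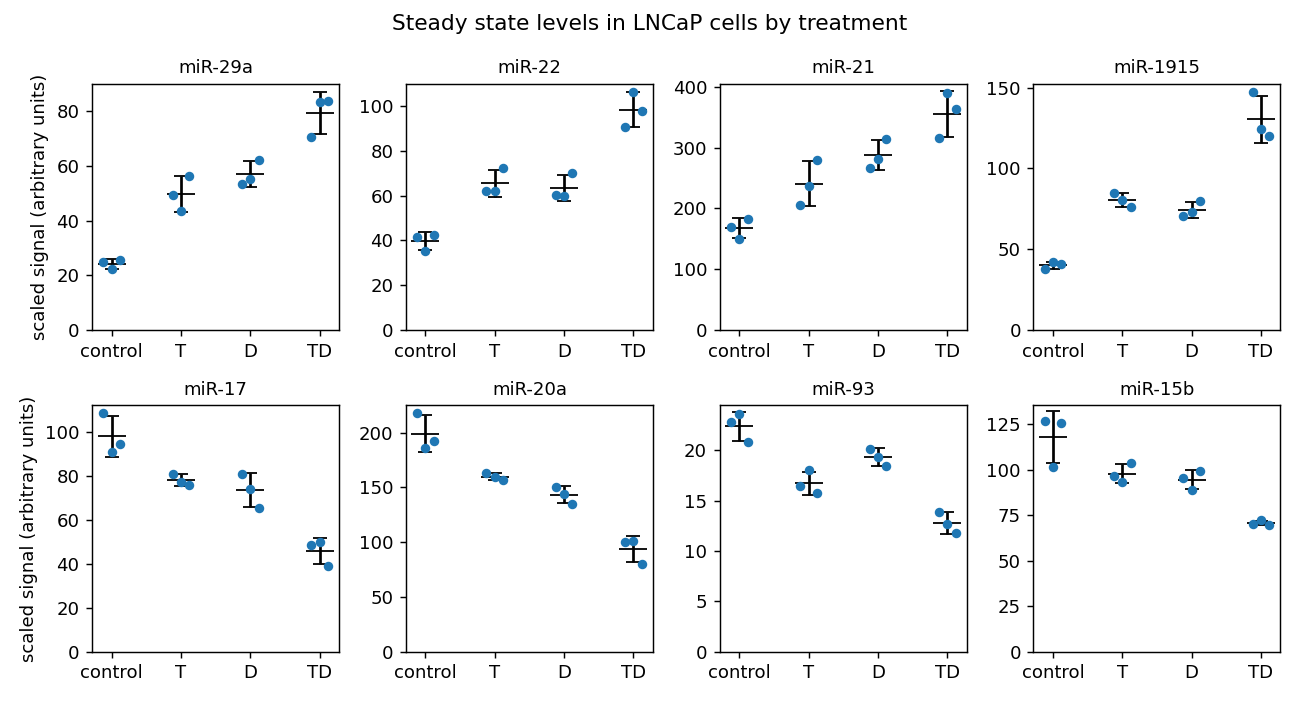
Scaled signal (arbitrary units, axes from 0) of 8 miRNAs in control, T, D and TD; points are the 3 replicates, bars the mean ± SD. miR-29a went from 24.2 in control to 79.3 in TD and miR-17 from 98.2 to 45.9, with the single treatments between.

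The combined treatment moved more miRNAs than either hormone alone, and moved most of theirs further. miR-29a reached 79.3 ± 7.59 scaled units (log2 change 1.71, SE 0.12, n = 3), miR-22 98.3 ± 7.81 (1.31, SE 0.11), miR-21 356 ± 37.5 (1.08, SE 0.13) and miR-1915 131 ± 14.5 (1.70, SE 0.10). miR-17 fell to 45.9 ± 5.90 (-1.10, SE 0.12), miR-20a to 93.8 units (-1.09, SE 0.10) and miR-20b to 6.21 ± 0.732 (-1.10, SE 0.13). miR-629* and miR-1181 rose at least 6.43-fold and at least 5.80-fold, miR-134, of the imprinted DLK1-DIO3 region, at least 3.25-fold and miR-371-5p at least 3.10-fold. These bounds leave out the spread between replicates, and that of miR-629* equals its fitted change (log2 change 2.69, SE 0.15). In all, 46 of 119 miRNAs passed, 29 higher and 17 lower in TD, 12 of the rises and 3 of the falls over 2 fold. The groups did not overlap for 51 miRNAs, where chance gives 10% for 3 against 3. Other rises were those of miR-135a* (2.13), miR-663 (1.96), miR-1207-5p (1.28), miR-29b (1.11), miR-1225-5p (0.86), miR-125a-3p (0.58), miR-29c (0.48), miR-23b (0.39) and miR-210 (0.38). Of the 46, 44 moved the same way in all their probes. All 22 T calls and 21 of the 22 D calls were among the TD calls with the same direction, miR-542-5p being the exception. The change in TD was the larger one for 21 of the 22 T calls, not for miR-210 (0.38 in TD, 0.41 in T), and for 21 of the 22 D calls, not for miR-542-5p, and 19 TD calls passed in neither single treatment (9 rose, 10 fell).

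**Figure D2:**
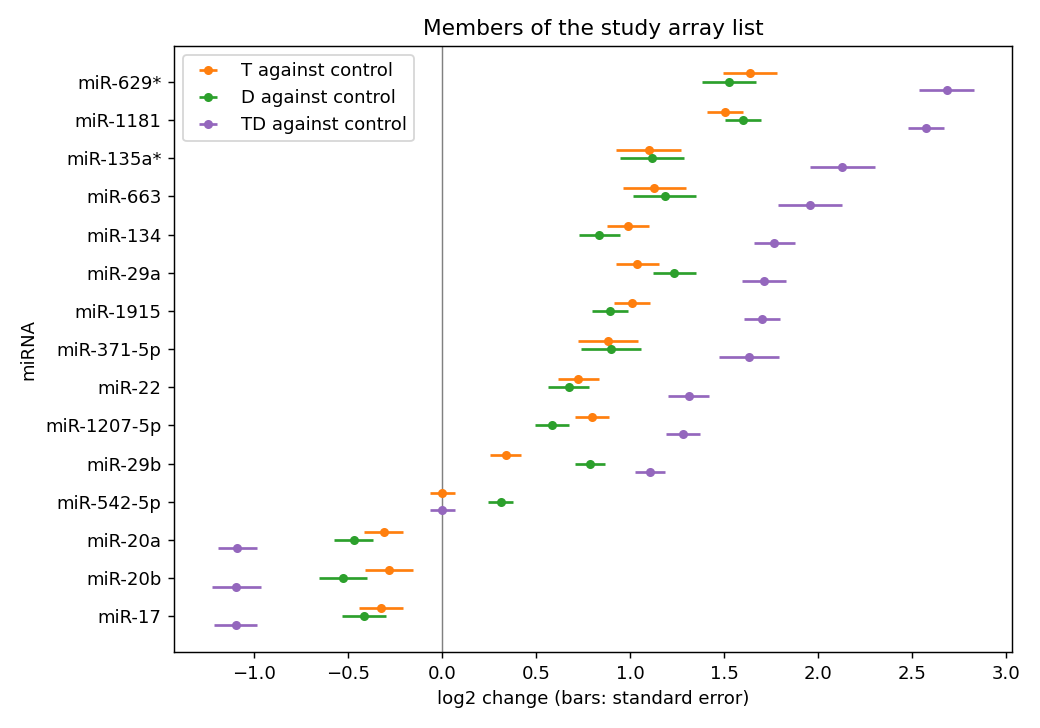
Log2 change against control of the 15 members of the study array list in T, D and TD; points are fitted changes and bars standard errors. In TD 11 members lie at 1.11 or higher, 3 lie near -1.10, and miR-542-5p, at the floor in control, T and TD, lies at 0; fitted values of members not detected in control are not bounds.

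All 6 tested members of the miR-17/92 cluster fell in TD, as they did adjusted over the list alone (median -0.75, or -0.73 with miR-18a at its bound; camera adjusted p = 2.1e-05; adjusted p = 0.107 with an estimated correlation). Beside miR-17 and miR-20a these were miR-19a (-0.77), miR-19b (-0.63), miR-92a (-0.57) and miR-18a, lower by at least 1.61-fold. MIR17, MIR18A, MIR19A, MIR20A, MIR19B1 and MIR92A1 are neighbours in the GRCh38.p14 assembly. The arrays read mature miRNAs and do not show which gene copy a signal comes from. All 3 tested members of the related miR-106b/25 cluster fell, as adjusted over the list alone (miR-93 -0.81, miR-25 -0.46, miR-106b -0.28; camera adjusted p = 0.0114; adjusted p = 0.107 with an estimated correlation). The only tested member of the miR-106a cluster, miR-20b, fell too. The miR-29 family rose in 3 of 3 members, also adjusted over the list alone (median 1.11, camera adjusted p = 0.0163; adjusted p = 0.107 with an estimated correlation). Of GC-rich or purine-rich miRNAs 13 of 17 rose and 0 fell by limma, 15 and 0 adjusted over the list alone (median 0.91, camera adjusted p = 1.2e-06, adjusted p = 0.105 with an estimated correlation). The largest rises in this list were of members shared with the study array list, which are not independent evidence. In the study array list, not independent evidence, 11 of 15 rose and 3 fell, as adjusted over the list alone (camera adjusted p = 0.00117; adjusted p = 0.105 with an estimated correlation), and in the study qPCR list, likewise, 5 of 9 rose and 3 fell, as adjusted over the list alone, with a camera adjusted p of 0.577. miR-371-5p, the only tested member of the miR-371 cluster, rose. For a list with 1 tested member, adjustment over the list alone adds nothing. The directions of these lists held under every scaling tried.

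In the miR-15/16 family, known to target BCL2, miR-15b (-0.73) and miR-16 (-0.33) fell out of 4 tested in TD, also adjusted over the list alone, with a camera adjusted p of 0.0707. Both tested p53-linked miRNAs fell, also adjusted over the list alone: miR-34a, a direct p53 target, by -0.29 (SE 0.08) and miR-107 by -0.33 (SE 0.08). Of 9 let-7 members, which are tumour suppressors, let-7i fell (-0.31), 0 adjusted over the list alone. Of the 7 androgen-linked miRNAs miR-21 rose, also adjusted over the list alone, and of the 5 vitamin D-linked ones miR-22 rose and miR-106b fell, also adjusted over the list alone. In the miR-23/27/24 clusters miR-23b rose, 1 of 4, also adjusted over the list alone. None of the 5 miR-200 family members, which are epithelial miRNAs, passed by limma over all miRNAs or adjusted over the list alone (miR-200c 0.08, SE 0.08), nor did the 2 of the miR-30 family (miR-30d 0.20, SE 0.12). The 2 tested members of the miR-183 cluster did not pass over all miRNAs and did adjusted over the list alone (miR-183 0.28, SE 0.13; miR-96 0.23, SE 0.10). Among 8 fragment entries, signs of RNA breakdown, miR-1246 rose (0.38, SE 0.12), 0 adjusted over the list alone, while miR-1274b lay at -0.19 (SE 0.16) and miR-923 at 0.96 (SE 0.45). The log2 mean of miR-1246 was 2.32 in control, where 1 array detected it, and 2.31, the floor, in T. Its change can therefore understate the rise, and its SE does not measure the full spread between replicates. With the replicate block miR-923 (adjusted p = 0.00143) and miR-1826 (0.45, adjusted p = 0.0159) passed too. Camera called none of the let-7, androgen-linked, vitamin D-linked, miR-23/27/24, miR-200 and fragment lists in TD (adjusted p = 0.368, 0.952, 0.957, 0.952, 0.952 and 0.952), and their medians change sign between scalings. No member of the miR-181 family or the miR-221 cluster was detected on any array.

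TD calls numbered 58 with slide as a block, 33 on slide 1 and 55 on slide 2, with the same limit for the 58 and the 55, and all 46 kept their direction within both slides. With the block and within slides 1 and 2, list medians were -0.69, -0.89 and -0.68 for the miR-17/92 cluster, -0.49, -0.41 and -0.56 for the miR-106b/25 cluster, 1.13, 1.05 and 1.22 for the miR-29 family, and 0.92, 0.96 and 1.13 for the GC-rich list. The median change of all tested miRNAs was 0.05 in T, 0.12 in D and 0.11 in TD, and in TD it was -0.16 when scaled over all human miRNAs, -0.08 with quantile normalization, -0.07 without scaling and 0.21 when scaled by positive-control probes. In the same order the higher and lower TD calls were 13 and 12, 17 and 31, 18 and 19, and 31 and 9, so small changes have no firm sign. miR-29c (0.21 at the lowest) and miR-210 (0.07) did not pass under 3 of these scalings, and miR-25 (-0.36), miR-106b (-0.18), miR-130b (-0.44), miR-16 (-0.23), miR-107 (-0.23), miR-34a (-0.19) and let-7i (-0.21) did not when scaled by positive-control probes. When scaled over all human miRNAs miR-1225-5p (0.59), miR-125a-3p (0.31) and miR-106b (-0.55) did not. With normexp on median signals, whose summed offset exceeded the mean signal of 101 of 119 miRNAs, 1 miRNA passed in TD and 0 in T and in D (10, 2 and 5 at an unadjusted p under 0.05). Its changes for miR-29a were 0.04 in T, 0.07 in D and 0.29 in TD, and for miR-17 -0.36 in TD. Without replicate 1 the calls of let-7i (-0.28), miR-106b (-0.19), miR-107 (-0.29), miR-130b (-0.36), miR-16 (-0.25), miR-19a (-0.77), miR-34a (-0.20) and miR-1246 (0.39) ended, without replicate 2 that of miR-19a (-0.66), and without replicate 3 those of let-7i (-0.28) and miR-106b (-0.28).

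Adding D to T, and T to D, was compared next. Against T alone, TD raised miR-1181 (1.07, SE 0.10), miR-29b (0.77, SE 0.08), miR-29a (0.67, SE 0.12), miR-1915 (0.69), miR-629* (1.05) and miR-134 (0.78), and lowered miR-20b (-0.81, SE 0.13), miR-17 (-0.78, SE 0.12), miR-20a (-0.78, SE 0.10) and miR-19b (-0.49). miR-1246 was at least 1.31-fold higher, with its T values at the floor. Of 119 miRNAs 24 passed, 16 higher and 8 lower. Against D alone, TD raised miR-629* (1.16, SE 0.15), miR-135a* (1.01), miR-1181 (0.97, SE 0.10), miR-134 (0.93), miR-1915 (0.81), miR-1207-5p (0.70) and miR-22 (0.64), and lowered miR-17 (-0.68), miR-20a (-0.62), miR-93 (-0.60) and miR-15b (-0.42). miR-542-5p was at least 1.20-fold lower in TD than in D, and miR-21 did not pass (0.31, SE 0.13, adjusted p = 0.10). Of 119 miRNAs 30 passed, 19 higher and 11 lower. With the replicate block miR-21 (adjusted p = 0.0317), miR-19a (-0.57, 0.000994), miR-92a (-0.29, 0.0187), miR-107 (-0.24, 0.0284) and miR-18a (lower by at least 1.22-fold, 0.0284) passed against D as well, and miR-19a (-0.45, 0.00419) and miR-923 (0.78, 0.00975) against T.

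Against T the calls numbered 40 with slide as a block, 19 on slide 1 and 43 on slide 2, and against D 47, 19 and 44, again with replicates 3 and 4 as separate arrays. The calls higher and lower were 3 and 3 against T and 1 and 7 against D when scaled over all human miRNAs, 12 and 14 and 12 and 25 with quantile normalization, 11 and 7 and 10 and 29 without scaling, and 13 and 4 against T when scaled by positive-control probes. With that last scaling 19 miRNAs passed against D. Against D, miR-29b rose by 0.32 and lay at -0.00046 when scaled over all human miRNAs. Without replicate 1, 9 miRNAs passed against D, and miR-135a* (0.84), miR-371-5p (0.71), miR-663 (0.55), miR-125a-3p (0.46), miR-1225-5p (0.40), miR-29a (0.51), miR-29b (0.32), miR-15b (-0.41), miR-19b (-0.43), miR-20b (-0.55), miR-25 (-0.35), miR-106b (-0.29), miR-130b (-0.33) and miR-542-5p (-0.29) no longer did. Without replicate 2, 19 passed against D, and miR-29a (0.42), miR-29b (0.32), miR-19b (-0.42), miR-20b (-0.48), miR-25 (-0.36) and miR-542-5p (-0.33) did not, and without replicate 4 miR-130b (-0.37) did not. Against T, miR-25 (-0.35), miR-29c (0.36), miR-92a (-0.44), miR-15b (-0.47) and miR-1246 (0.40) lost their calls without replicate 1, miR-21 (0.50), miR-93 (-0.33), miR-19b (-0.50), miR-25 (-0.33), miR-29c (0.33) and miR-92a (-0.38) without replicate 2, miR-25 (-0.27) without replicate 3, and miR-1246 (0.33) without replicate 4.

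The interaction asks whether TD departs from the product of the single folds. No miRNA passed by limma (0 of 119, 11 at an unadjusted p under the threshold, smallest adjusted p = 0.226). The smallest p were those of miR-1181 (-0.53, SE 0.14), miR-29a (-0.56, SE 0.16) and miR-542-5p (-0.31, SE 0.09), with 3 members of the study list passing when adjusted over the list alone (adjusted p = 0.0285 each), which is not independent evidence. miR-125a-3p (0.39, SE 0.12) and miR-210 (-0.30, SE 0.12) followed. The values for miR-1181 and miR-542-5p rest on control signals below detection. For miR-542-5p the floor also set the values in T and TD, so its SE and p do not measure the spread between replicates. miR-17 (-0.36, SE 0.16), miR-20a (-0.31, SE 0.15) and miR-20b (-0.29, SE 0.18) and miR-22 (-0.09, SE 0.15) did not pass, the first 3 of them falling and miR-22 rising in TD. On the linear scale limma called 1 miRNA, with 10 at an unadjusted p under the threshold, but it was miR-1181, whose control level was not measured, so no departure was established. Its fitted TD level there was 5.95 times control, above the 4.88 of additive effects. On the log2 scale it lay below the product of the single folds (-0.53), so the direction depends on the scale. Calls were 1 with slide as a block, 0 on slide 1 (3 unadjusted) and 11 on slide 2, whose 2 arrays per group share a culture label.

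**Figure D3:**
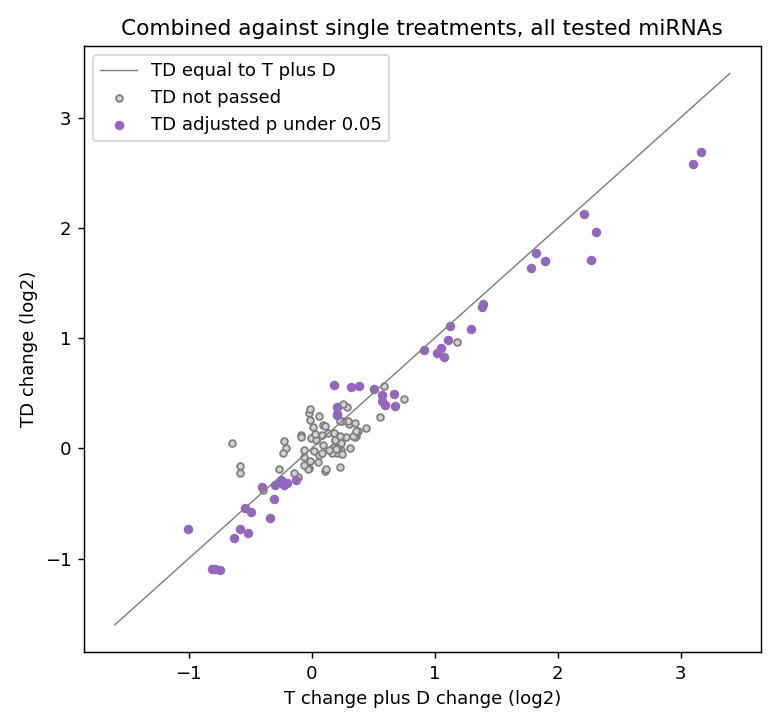
TD change against control (vertical, log2) against the sum of the T and D changes (horizontal, log2) for the 119 tested miRNAs; the line marks equality and filled points the 46 TD calls. miR-29a, at 1.71, lies below the line; both axes share the control arrays, and positions of miRNAs not detected in control, miR-1181 among them, are fitted values and not measurements.

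The T and D effects covaried more than unchanged groups with shared controls did in simulation. Both hormones raised the same 16 miRNAs, miR-29a, miR-22 and miR-21 among them, where independent lists would share 2.87. In simulated unchanged groups with the same controls, lists of the same lengths shared 7.20 rises on average (percentile 97.5 at 11). That simulation drew each miRNA independently, so its percentiles may be too narrow where miRNAs vary together. By limma 0 fell in both, where independent lists would share 0.10 and simulated ones shared 0.654. That count holds for the fit without a block: with the replicate block miR-17, miR-20a, miR-15b and miR-18a fell in both. Across miRNAs, which are not independent replicates, the log2 changes of T and D correlated at 0.87, against a mean of 0.50 (percentile 97.5 at 0.71) in simulated unchanged groups with the same controls. Their covariance was 0.122 against a simulated 0.0126 (percentile 97.5 at 0.0240), a difference of 0.109, and against 0.00746 (0.0122) when the spread was taken from the fit with the replicate block. The share with one sign, 73.9% against a simulated 66.9%, lay below the percentile 97.5 of the simulations, 74.8%. With the control arrays split between T and D in 6 ways, the mean correlation was 0.76 (0.60 to 0.88), the mean covariance 0.117 and the share with one sign 68.8%. Without replicate 2 the miRNAs raised by both numbered 10.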

Values the study reported

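The study reported that its arrays covered 866 human miRNAs. At a threshold of 2.0 fold it listed 15 miRNAs changed by T and D. For TD it gave fold changes of -2.337 for miR-17, 3.108 for miR-29a and 5.775 for miR-1181. For miR-542-5p it gave a fold change of 2.304 with D.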

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

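The technical checks of the GC-rich list and of the 2 clusters were chosen after the result was seen, as were the splits that keep replicate numbers apart and the count of pairs parted, while the other counts over splits were planned. Viral miRNAs lie outside the comparisons above. Of 88 viral miRNAs 83 were detected on no array and 2 on all 16. kshv-miR-K12-3, a miRNA of a herpesvirus, gave 15.8 ± 2.92 scaled units in control, 26.7 ± 5.13 in T, 25.2 ± 5.70 in D and 40.6 ± 1.26 in TD (n = 3), that is folds of 1.69, 1.59 and 2.60 over control (limma adjusted p = 0.0088, 0.020 and 3.7e-05), a signal above the control level in data outside the main measurement. ebv-miR-BART13 lay at a log2 change of -0.05 in TD (SE 0.25). The study array list had a T by D interaction by camera (adjusted p = 0.00258; adjusted p = 0.187 with an estimated correlation), a difference between groups in a list chosen on these samples. Its negative median of -0.29 joins negative values of miRNAs that rose, such as miR-29a, with those of miRNAs that fell, such as miR-17, and none of its members passed over all tested miRNAs. Each of the 4 groups was checked for a single distant array in 3 measures, and 0 of these 12 checks found one.

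The first pattern is the joint rise of GC-rich or purine-rich miRNAs in TD, where 13 of 17 members rose and the median log2 change of all 17 was 0.91. The largest of these rises were of members shared with the study array list. A general rise of dim signals is argued against: 51 other tested miRNAs with control signals from the lowest up to the median of the members had a median change of 0.12, with a spread (semi-interquartile range) of 0.19. A steady gradient along the slide is argued against too, since it would put D above T by 0.30 when the TD change is shared out along the positions, and the members' median of D minus T was -0.11. Cross-hybridisation by another RNA that changed stays open: a viral probe set with no known source in these cells rose by 1.38 on the log2 scale, and that could come from such an RNA, but no probe sequences were used here to test it. A response of these miRNAs to the hormones stays open and cannot be told apart from it on these arrays alone. For miR-134, a member of the list, the study reported a rise with T, D and both by qPCR in independent replicates. It gave no qPCR for the other members.

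The second pattern is the fall of the miR-17/92 and miR-106b/25 clusters in TD. Scaling between arrays is argued against for 8 members: their least negative change under any scaling was -0.36 (SE 0.14), for miR-25 scaled by positive-control probes. For miR-106b it stays open, as its least negative change was -0.18 (SE 0.15). Signal shared between near-identical miRNAs is argued against as the whole cause for the miR-17/92 cluster. Its members miR-19a (-0.77, SE 0.21), miR-19b (-0.63, SE 0.10) and miR-92a (-0.57, SE 0.10) differ in sequence from miR-17 and fell. Together with miR-25 their median was -0.60 (largest SE 0.21). For the miR-106b/25 cluster the check cannot decide, as miR-93 and miR-106b resemble miR-17 and miR-25 resembles miR-92a. Whether the miR-20b signal may be taken from miR-20a cannot be told apart from a fall of miR-20b itself: their log2 ratio changed by -0.0057 (SE 0.15). On these arrays alone a lower level of both clusters with the hormones remains a hypothesis. The list tests had been fixed beforehand, but miR-17 and miR-20a are also on the study array list. The technical checks were made on the same data. By qPCR in independent replicates, the study reported that miR-17 and miR-20a fell with both hormones and not with either alone. It described a similar pattern for miR-18a and gave no qPCR for the miR-106b/25 cluster. The array calls of miR-17 and miR-20a in D alone and of miR-18a in T alone differ from that qPCR.

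Other splits of the samples were fitted in the same way. For the 4-group test 1 of 100 splits, the real one, gave as many calls (35, the highest other 23). That is the smallest share that 100 splits allow, so it makes a random grouping unlikely and does not exclude it. These splits ignore the pairing by replicate number, and they cannot tell group from position on the slide. Of 100 splits that keep the samples of one replicate number in different groups, again 1, the real one, gave as many (highest other 31). For the interaction the real count was 0, so any split gives at least as many (100 of 100 did, the highest other 20), and the splits say nothing about chance there. Splits that mix the real groups can carry treatment effects into this contrast, so their calls point to no further structure of the samples. The source of those calls was not tested. The splits of 3 against 3 number 10, too few for a share under 0.05, and the real one, 1 of them, gave 22 calls in T (highest other 0), 22 in D (0), 46 in TD (1), 24 in TD against T (2) and 30 in TD against D (0), and 5 lists in TD (2). The real splits part all 3 pairs of replicates, as do 3 of the others, which gave 0 calls in each of these comparisons of miRNAs, while the 6 that part fewer gave at most 2.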

How the results depend on the processing

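Alternatives were fitted to every result. Of 8079 values of named miRNAs under alternatives, 7327 stayed within 1.5 times, 470 were weaker, 241 stronger and 41 reversed. Total counts of calls, though not those of higher and lower calls, stayed within 1.5 times under quantile normalization, no scaling, the total gene signal, the mean of log2 over probes, the 5th-percentile floor, separate arrays, the culture label as a random block and the compared groups alone. The causes of the departures below were not tested unless one is given. The planned normexp on mean signals was not run, as the files hold no mean signals. Signals near background limit all values of miRNAs not detected in one group.

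Scaled over all human miRNAs, calls were 9 in T, 11 in D, 25 in TD, 6 in TD against T, 8 in TD against D, 22 over the 4 groups and 8 shared by T and D, and miR-29b lay at -0.00046 in TD against D. Scaled by positive-control probes, an alternative added later, they were 13 in T, 14 in D, 19 in TD against D and 10 shared. With quantile normalization miR-125b lay at -0.30 and miR-141 at -0.23 in TD, and miR-141 at -0.20 in TD against T.

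With normexp on median signals, added later, calls were 0 in T, 0 in D, 1 in TD, 0 in TD against T, 0 in TD against D, 0 over the 4 groups, 0 with a change over 2 fold, 0 shared by T and D and 0 of the study array list, with 3 lists called in TD. At an unadjusted p under 0.05 there were 2 in T, 5 in D, 10 in TD, 3 in TD against T and 3 in TD against D. The offset of 50 per probe summed to more than the mean signal for 101 of 119 miRNAs (median signal 26.0, median offset sum 100), and an offset of that size shrinks changes towards 0. It does not by itself turn them negative, and the cause of the median changes of -0.18 in T, -0.24 in D and -0.14 in TD and of the opposite signs was not tested. Values with the opposite sign were, in T, miR-29b -0.21, miR-371-5p -0.19, miR-663 -0.087, miR-134 -0.18, miR-135a* -0.20, miR-1181 -0.11, miR-629* -0.15, miR-210 -0.12 and miR-23b -0.21. In D they were miR-542-5p -0.29, miR-29b -0.25, miR-1207-5p -0.049, miR-371-5p -0.27, miR-663 -0.14, miR-134 -0.27, miR-135a* -0.28, miR-1181 -0.18, miR-629* -0.25, miR-210 -0.21, miR-29c -0.12 and miR-23b -0.29. In TD they were miR-29b -0.099, miR-371-5p -0.087, miR-134 -0.071, miR-135a* -0.086, miR-629* -0.0037, miR-125a-3p -0.14, miR-210 -0.095, miR-29c -0.026, miR-23b -0.17 and miR-1246 -0.16. In TD against D they were miR-20b 0.084, miR-542-5p 0.073, miR-93 0.034, miR-130b 0.061 and miR-25 0.0074.

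With no detection filter, which tests more miRNAs, calls were 13 in T, 13 in D, 17 in TD against D, 1 for the interaction and 10 shared, and 12 lists were called. With miRNAs detected on all 16 arrays, which tests fewer, they were 12 in T, 12 in D, 9 with a change over 2 fold, 8 shared and 8 of the study array list. The series table gave 14 in T and 10 shared. With at least one probe above background the detected number differed by 19.2 between TD and control, against 0.833.

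By their deviations 32 of 36 comparisons of a replicate with another group matched its own number best. With the replicate block calls were 27 in T, 31 in D, 54 in TD, 32 in TD against T, 44 in TD against D and 0 for the interaction. It ended 0 calls of miRNAs and changed no call of a list by camera in T, D, TD or the interaction. With this block and 4 arrays they were 39 in D, 43 in TD against T, 51 in TD against D, 1 for the interaction, 60 over the 4 groups and 26 shared. With slide as a block they were 41 in D, 40 in TD against T, 47 in TD against D, 1 for the interaction and 60 over the 4 groups. Slide 1 gave 13 in T and 19 in TD against D, with fewer arrays. Slide 2 gave 38 in D, 43 in TD against T and 11 for the interaction, and miR-923 lay at 0.54 in TD against D.

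Leaving out one replicate at a time gave 14 to 20 calls in T, 13 to 23 in D, 34 to 47 in TD, 18 to 25 in TD against T, 9 to 30 in TD against D, 0 for the interaction, 25 to 38 over the 4 groups, 15 to 16 with a change over 2 fold, 10 to 16 shared, 14 of the study array list and 5 to 6 lists, and the detected number differed by -0.333 to 4.75. Without replicates 3 and 4 there were 13 calls in T and 19 in TD against D, and the detected number differed by -6. On the linear scale, added later, the interaction had 1 call. With an estimated correlation 0 lists were called in TD and with fry 8.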

Other observations

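Several miRNAs known from prostate cells did not pass in any treatment in the fit without a block. miR-125b, reported as androgen-responsive and oncogenic, lay at a log2 change of 0.05 in T, 0.16 in D and 0.11 in TD (SE 0.10, n = 3). The epithelial miR-141 lay at -0.05, 0.24 and 0.08 (SE 0.10) and the tumour suppressor let-7b at 0.15, 0.21 and 0.11 (SE 0.10), while miR-148a lay at 0.19, 0.18 and 0.16 (SE 0.10).

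The fold of miR-542-5p with D was 1.24 here over a control at the floor, so only a bound of at least 1.19 holds, and it was 2.09 in the series table. The bound leaves room for the value quoted from the study above. For miR-1181 in TD the value quoted from the study lies slightly below the bound of at least 5.80-fold given here. That bound holds no margin for the spread between replicates.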
